A study of Mus musculus with 16 samples. Its data were reported in "Postnatal Smad3 Inactivation in Murine Smooth Muscle Cells Elicits a Temporally and Regionally Distinct Transcriptional Response" (2022).

How the data were processed

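The data were single-cell RNA sequencing libraries of the mouse thoracic aorta, made on a droplet platform that tags each captured RNA molecule with a unique molecular identifier (UMI). Each of the 16 libraries came from 1 mouse. In the Smad3SmKO mice, Smad3, which encodes a transcription factor activated by TGF-beta receptors, was removed from vascular smooth muscle cells (VSMCs) by a tamoxifen-inducible Cre. Smad3+/+ mice were the controls. Aortas were collected 10 or 18 weeks after the deletion, and the labels gave for each library a batch from 1 to 6, a digestion time of 30 or 60 min, and whether the mouse carried a Myh11-driven GFP tracer of smooth muscle. The tracer is a fusion of GFP to the ribosomal protein L10a.

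The deposited matrices held UMI counts per gene and cell barcode, which the authors made with Cell Ranger on the mouse mm10 genome with the GFP sequence added, and which had not been normalized. The lowest total of any deposited barcode was 500 UMIs. The matrices listed 31055 features, among them GFP and a feature named Sm3_intact. The deposited counts held 66349 cells and 508775009 UMIs in all, and between 12539539 and 52843031 UMIs per library. Reads and alignments were not used here, so nothing below separates the exons of a gene.

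Cells were kept by the limits of the study's methods, applied here in Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5). A kept cell had more than 600 and fewer than 6000 genes, more than 2000 and fewer than 50000 UMIs, and under 25% mitochondrial UMIs. That left 50858 cells, 76.7% of those deposited, and between 51.6% and 94.7% per library. The lower limits removed 15238 cells, the upper limits 200 and the mitochondrial limit 387, some of them counted under more than 1 limit. The median number of UMIs per kept cell ranged from 4528 to 21884 between libraries, and the number of kept cells from 631 to 6497. Doublets were not removed beyond the upper limits. Scrublet's automatic threshold marked 0.462% of the cells, which is too few for this platform, so an alternative removed the cells with the highest scores at the rate expected for the platform, which grows with the number of cells, 1593 cells or 3.13%. Of those, 212 were VSMCs.

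Libraries were integrated in Seurat 5.3.0 (R 4.3.3) by reciprocal principal component analysis with 2000 variable genes, 30 components and 20 anchor neighbours. Mitochondrial, ribosomal and sex-linked genes, GFP and Smad3 were left out of the clustering. Clusters were named from marker lists written in advance. A marker counted for a cluster when at least 25% of its cells held a UMI of it and its level reached 25% of that of the highest cluster. A name needed at least 3 markers and 50% of the list, and was withheld where the 10 leading genes, ranked by fold after adding 5 CPM, held more listed markers of another type. Cell names, markers and cluster numbers were rebuilt here, so differences from the study may come from the names. Several choices were made by looking at marker genes and cluster sizes, before any comparison of genotypes. Clustering was viewed at 9 resolutions between 0.1 and 2, of which 2 was preferred first and 0.5 used in the end, because at 0.5 no cluster named VSMC was led by markers of another type. The naming thresholds were tried in 3 forms, clusters led by pericyte genes were then kept out of the fibroblasts, and the rule for VSMC subclusters was revised 3 times. The clustering at resolution 2 served as an alternative.

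The 23 clusters gave 9234 VSMCs (4 clusters), 34205 fibroblasts (10 clusters), 2383 leukocytes, 1517 endothelial cells and 121 Schwann cells, and 3398 cells stayed unnamed. A fibroblast cluster of 3157 cells was led by the immunoglobulin genes Igkc, Ighg1 and Jchain. These are on no marker list, so the rule left it among the fibroblasts on 7 fibroblast markers, and an alternative left it out. Another fibroblast cluster of 1525 cells was led by the interferon-induced genes Ifit3 and Isg15. Cluster 14 (1300 cells) had VSMC markers but was led by the heart muscle genes Myl3, Myh6 and Tnnt2. It made up 1.91% of cells on average in the Smad3+/+ libraries and 3.19% in the libraries labelled Smad3SmKO at 18 weeks, and 1.99% and 3.46% at 10 weeks. Cluster 16 (889 cells, led by S100a8 and S100a9) made up 1.03% and 3.24% at 18 weeks (1.80% in the latter without replicate 5, which held 11.9%) and 0.497% and 0.176% at 10 weeks, in the same order. Cluster 17 (429 cells, led by Vtn, Higd1b and Rgs5) made up 1.35% (0.793% without Smad3+/+ replicate 3) and 1.29% at 18 weeks. At 10 weeks it made up 0.680% (0.188% without Smad3+/+ replicate 2) and 0.629%. Cluster 20 (205 cells, led by cell cycle genes) made up 0.412% and 0.501%, then 0.403% and 0.400%. When the VSMC clusters were clustered again, a subcluster of 575 cells carried fibroblast markers and was left out of the VSMCs. It made up 1.50% and 1.69%, then 0.495% and 0.423%. VSMC subclusters came from a second clustering at resolution 0.11, with 0.06 and 0.16 as the coarser and finer alternatives. The number of VSMC subclusters wanted was set to 4.

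UMIs were summed per library over the cells of a type, for libraries with at least 10 such cells, so that the mouse was the unit of comparison and not the cell. The VSMC sums held 23 to 1718 cells per library. Sums were normalized by trimmed mean of M-values (TMM), genes were kept by filterByExpr, and the edgeR 4.0.16 quasi-likelihood test was fitted once over the 16 libraries with batch as a term and a separate genotype effect at each time. The difference between the effects at 18 and 10 weeks was tested as a contrast of the same fit. P-values were adjusted by Benjamini-Hochberg over the genes tested, with a threshold of 0.05. Standard errors (SE) of fold changes were approximated as the absolute log2 fold change over the square root of the F statistic. Values per library are normalized CPM, the count of a gene as a fraction of the normalized library size on edgeR's usual scale. Gene lists were tested with camera (limma 3.58.1, inter-gene correlation 0.01) and with fry, which estimates the correlation from the data. Subclusters were compared at 18 weeks with batch as a term, and the difference between subclusters with library as a term. The share of VSMCs among kept cells was compared by an exact permutation test. A floor of 3 counts was used where a group had 0 counts, which covers counting error only.

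The comparisons, tests, gene lists, marker lists and most alternatives were fixed before the data were examined. So was the rule for naming genes: Smad3 and GFP, the genes of the study's lists, and for each contrast up to 10 genes past the threshold with the largest fold change and the same direction in every batch holding both genotypes. Genes named outside it are said to be so. The lists were 17 focal adhesion, extracellular matrix (ECM) and contractile genes and 4 negative regulators of TGF-beta that the study named as reduced, 25 genes that it named for subclusters or pathways, 18 known TGF-beta targets, 20 genes induced by enzymatic digestion, 12 abundant fibroblast transcripts and 5 sex-linked genes. Of the TGF-beta targets, 2 (Pmepa1 and Skil) are also among the negative regulators, 3 among the fibroblast transcripts and 1 (Junb) among the digestion genes. The negative regulators and digestion genes share Nr4a1, and the first list and the 25 genes share 2 (Flna and Myh11). The study picked its lists from these libraries, so a test of them on the same libraries is not independent evidence.

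Alternatives were no batch term, digestion time in place of batch, each time point alone, 30 min or 60 min digestions alone, size factors of DESeq2 1.42.0 and its Wald test, no filter on low counts, genes detected in 10% of cells, a 10% mitochondrial limit, doublets removed, each library clustered alone, equal numbers of cells, VSMCs without a UMI of 4 fibroblast markers (Dcn, Lum, Serpinf1, Clec3b), the TGF-beta targets in place of the study's list, a rule on the size of the fold change (absolute log2 of 0.2 in genes detected in 10% of VSMCs), the coarser and finer subclusters, equal UMIs per library in subclusters, and each library left out in turn. Finer clusters, fibroblasts without the cluster led by immunoglobulin genes, the VSMC share by digestion time, and the same alternatives for the negative regulators, were chosen after seeing the data. For the other splits of the libraries, 100 splits were drawn for each cell type, 60 for the subclusters and 40 without the filter on low counts. The splits were drawn over batches, and each kept some of the real labels.

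The fits were tested on simulated counts, drawn without genotype effects from the fitted means and the trend of the spread of the real sums. There 200 genes were changed by 1 or 2 on the log2 scale. For VSMCs, 56.5% of them were recovered at 10 weeks, 70% at 18 weeks and 40% for the difference between times. At a 4-fold change the recovered shares were 80%, 86% and 71%, and at a 2-fold change 33%, 54% and 9%. For fibroblasts they were 46.5%, 69.5% and 34.5% over both sizes. Subclusters 1, 2 and 3 gave 69.5%, 67.5% and 17.5%, and the difference between subclusters 71%. In simulated VSMCs of 10 weeks 4.61% of unchanged genes had an unadjusted p under 0.05 by the edgeR quasi-likelihood test. In the real fit 1.83% of all genes did. At 18 weeks the shares were 4.42% and 5.06%. The simulated spread thus differed from the real one, and the recovered shares may be too high for the real sums, above all at 10 weeks. Libraries of a group were compared in 33 pairs for a duplicated library, and the lowest chi-square per degree of freedom was 17.6, so none was a copy of another. Figures were drawn with matplotlib 3.10.9. The ribosomal and mitochondrial genes stayed in the gene tests. Leukocytes, endothelial cells, Schwann cells and unnamed cells were not compared between genotypes.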

Results

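Thoracic aortas of 16 mice were dissociated and sequenced cell by cell, 1 library per mouse, to ask which transcripts depend on Smad3 in VSMCs and whether the response changes with the time since deletion. At 10 weeks after deletion there were 2 Smad3+/+ libraries and 2 libraries labelled Smad3SmKO, all in batch 4 and all digested for 60 min. At 18 weeks there were 5 Smad3+/+ libraries and 7 labelled Smad3SmKO, in batches 1, 2, 3, 5 and 6. Batches 1 to 3 were digested for 30 min and batches 5 and 6 for 60 min. Batch 5 held only libraries labelled Smad3SmKO, so it informed the spread and not the genotype effect. The Smad3+/+ libraries of 10 weeks held 24612408 and 24461717 UMIs and those labelled Smad3SmKO 26204236 and 18714714. At 18 weeks the Smad3+/+ libraries, replicates 1 to 5, held 45161240, 40185539, 19928446, 47907012 and 52843031 UMIs. Those labelled Smad3SmKO, replicates 1 to 7, held 12539539, 41035058, 26342528, 12990849, 45158699, 50215849 and 20474144 UMIs. The sums over VSMCs, on which most comparisons rest, ranged from 294507 UMIs in 23 cells (labelled Smad3SmKO, 18 weeks, replicate 4) to 17536864 UMIs in 1300 cells (replicate 5 of the same group).

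Smad3 (ENSMUSG00000032402, mm10 chromosome 9, 63646767 to 63757994, minus strand), the target of the deletion, was compared first to see whether the labels show in the RNA. In VSMCs of 10 weeks its normalized level was 5.90 ± 0.142 CPM (SD, n = 2) in Smad3+/+ and 8.01 ± 2.33 (SD, n = 2) in the libraries labelled Smad3SmKO. At 18 weeks it was 7.45 ± 1.71 CPM (SD, n = 5) and 9.04 ± 2.81 (SD, n = 7). The log2 fold changes were 0.46 (SE 0.31) and 0.10 (SE 0.30), neither of which passed the threshold of the edgeR quasi-likelihood test. At 18 weeks Smad3 was higher in the libraries labelled Smad3SmKO in 2 of the 4 batches that held both genotypes and lower in 2. These values rest on few molecules, 91 and 136 UMIs at 10 weeks and 150 and 283 at 18 weeks. Of the 283 UMIs, 140 lay in replicate 5, whose batch had no controls and so did not inform the fold change. The library with the fewest held 2. In fibroblasts, which the Cre does not target, the group means lay between 17.3 and 18.8 CPM. The feature named Sm3_intact held 0 UMIs. The alternatives that moved Smad3 most at 18 weeks were the fits to 30 min and to 60 min digestions alone, which gave log2 fold changes of 0.57 and -0.36. The latter rests on 1 library labelled Smad3SmKO (replicate 6) against the 2 controls of batch 6, since batch 5 had no controls. No drop in the counted Smad3 RNA was thus seen at either time. The counts cover the whole gene, and a transcript without the deleted exons can still be counted, so the genotype of each library was taken from its label alone and every direction below is between labels.

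**Figure D1:**
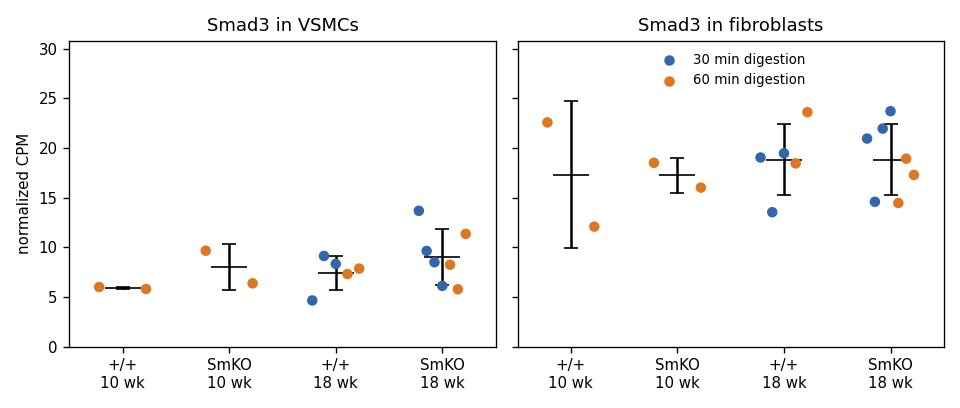
Normalized CPM of Smad3 per library in VSMCs (left) and fibroblasts (right), with the mean and SD of each group of genotype and weeks after deletion, coloured by digestion time. VSMCs of the libraries labelled Smad3SmKO averaged 8.01 and 9.04 CPM, not below the 5.90 and 7.45 CPM of Smad3+/+.

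The GFP tracer gave a second check of the labels. Kept cells held 1572 GFP UMIs, in 7 libraries, and 9 libraries held none. In 4 libraries the presence of GFP UMIs and the tracer label differed. The 2 libraries labelled Smad3SmKO of 10 weeks, labelled without the tracer, held 411 GFP UMIs, 367 of them in VSMCs (19.7 CPM). GFP UMIs were found in 11.2% of their VSMCs (median depth 6302 UMIs) and in 0.492% of their fibroblasts (median depth 4517 UMIs), a type that should lack the tracer. The Smad3+/+ libraries of 10 weeks, labelled with the tracer, held 28.6 CPM in VSMCs. Among the 60 min libraries of 18 weeks, all labelled with the tracer, the 3 labelled Smad3SmKO held 17.5 CPM in VSMCs. The 2 Smad3+/+ libraries (replicates 4 and 5) held 0 GFP UMIs in 6890 cells, among them 928 VSMCs, which allows up to 0.219 CPM or 0.323% of VSMCs. The level in the former was thus at least 80.0-fold higher.

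**Figure D2:**
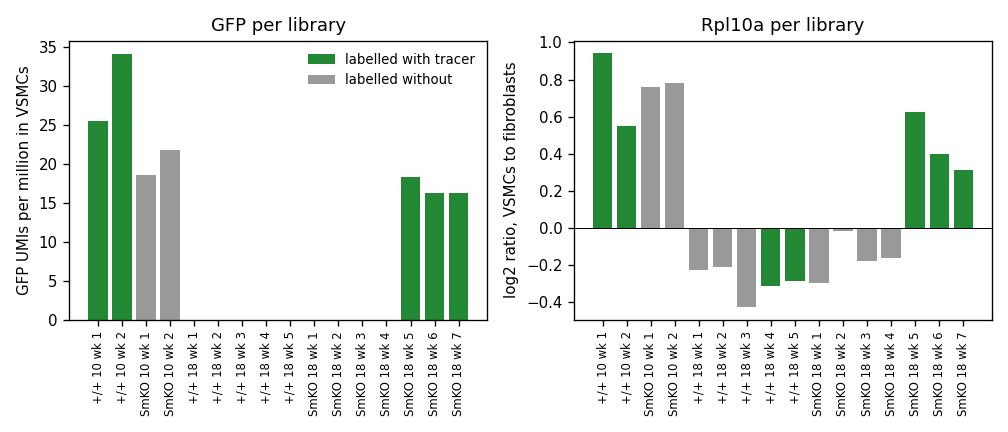
GFP CPM in the VSMCs of each library, by group of genotype and weeks after deletion, with libraries marked by the tracer label. Both libraries labelled Smad3SmKO of 10 weeks lie at 18.6 and 21.8 CPM although labelled without the tracer, and Smad3+/+ replicates 4 and 5 of 18 weeks lie at 0 although labelled with it.

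The genotype comparison in VSMCs at each time asked which transcripts respond to the deletion before and during dilation of the aorta. Of 12209 genes tested at 10 weeks, 0 passed an adjusted p of 0.05 and 224 (1.83%) had an unadjusted p under 0.05, with 2 libraries against 2. At 18 weeks 3 passed, 2 higher and 1 lower in the libraries labelled Smad3SmKO, and 618 (5.06%) had an unadjusted p under 0.05. The 3 were GFP, which the controls of 18 weeks lacked altogether, Pmepa1 and Bdnf. The counts moved most when the test was replaced by a rule on the size of the fold change, with 2531 genes at 18 weeks, and among alternatives with a test when no filter on low counts was used, with 142. Leaving out a single library changed the count at 18 weeks to between 1 and 7, with 7 genes without replicate 2 labelled Smad3SmKO.

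Pmepa1 (ENSMUSG00000038400, mm10 chromosome 2, 173224458 to 173276533, minus strand), a target and inhibitor of TGF-beta signalling, had 1238 ± 297 CPM (SD, n = 5) in VSMCs of Smad3+/+ and 671 ± 150 (SD, n = 7) of the libraries labelled Smad3SmKO at 18 weeks. The log2 fold change was -0.97 (SE 0.13) with an adjusted p of 0.0094 by the edgeR quasi-likelihood test. It was lower in 4 of the 4 batches that held both genotypes, and 5 of the 7 libraries lay below every control. At 10 weeks Pmepa1 had 1424 ± 352 CPM (SD, n = 2) and 861 ± 43.6 (SD, n = 2), a log2 fold change of -0.73 (SE 0.20) that did not pass the adjusted threshold, although both libraries lay below both controls. In fibroblasts of 18 weeks the log2 fold change was -0.18 (SE 0.13). The change at 18 weeks stayed lower under the 31 alternatives, between -1.04 and -0.77, and no longer passed the threshold in 11 of them, among them the fit without a batch term (adjusted p 0.345). The adjusted p without Smad3+/+ replicate 1 was 0.0713.

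**Figure D3:**
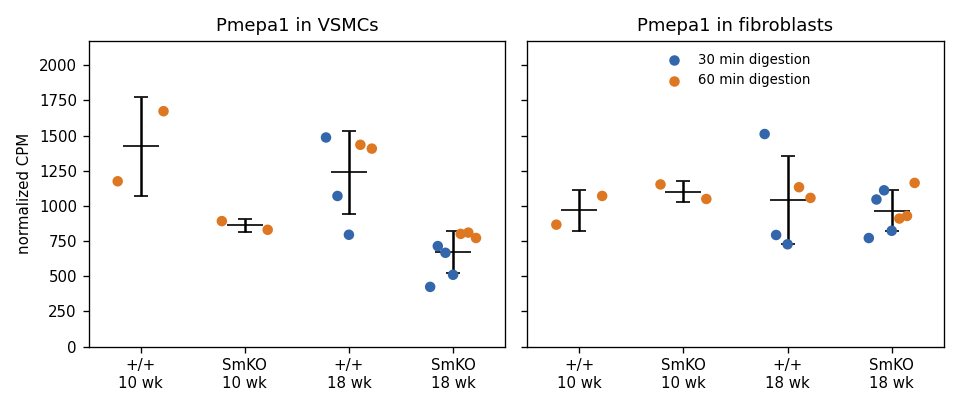
Normalized CPM of Pmepa1 per library in VSMCs (left) and fibroblasts (right), with the mean and SD of each group of genotype and weeks after deletion, coloured by digestion time. In VSMCs the libraries labelled Smad3SmKO averaged 671 CPM at 18 weeks, against 1238 CPM in Smad3+/+, while in fibroblasts the groups overlap.

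Bdnf (ENSMUSG00000048482, mm10 chromosome 2, 109674700 to 109727007, plus strand) had 36.5 ± 11.4 CPM (SD, n = 5) in VSMCs of Smad3+/+ and 66.8 ± 16.1 (SD, n = 7) of the libraries labelled Smad3SmKO at 18 weeks. The log2 fold change was 0.96 (SE 0.13) with an adjusted p of 0.0094 by the edgeR quasi-likelihood test. Bdnf was higher in 4 of the 4 batches with both genotypes, and 6 of the 7 libraries lay above every control. At 10 weeks it was -0.18 (SE 0.17). Fibroblasts of the same libraries gave 0.91 (SE 0.35, unadjusted p 0.0227), higher in 3 of the 4 batches (-0.18 in batch 2), which did not pass the adjusted threshold. Under the alternatives the VSMC value lay between 0.58 and 1.22, and it no longer passed the threshold in 14 of 31. Without replicate 6 labelled Smad3SmKO the adjusted p was 0.269. Heyl, chosen after its values were seen, had groups that did not overlap at 18 weeks, with 120 ± 13.3 CPM (SD, n = 5) in Smad3+/+ and 50.4 ± 17.3 (SD, n = 7) in the libraries labelled Smad3SmKO. All 7 lay below every control, with a log2 fold change of -1.32 (SE 0.22) and an adjusted p of 0.0573 by the edgeR quasi-likelihood test, just short of the threshold. It passed in 9 of the 31 alternatives, among them those without replicate 2 (0.00326), 3 (0.0348) or 7 (0.0427) of these 7 libraries, and its adjusted p lay between 2.51e-11 and 0.986. In fibroblasts Heyl was 64.5 ± 18.1 CPM (SD, n = 5) and 49.2 ± 20.4 (SD, n = 7), a log2 fold change of -0.48 (SE 0.30, unadjusted p 0.140) that was lower in 4 of the 4 batches.

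The next comparison asked whether the response at 18 weeks differed from that at 10 weeks. Of 12209 genes, 1 passed the edgeR quasi-likelihood test of the difference (GFP, adjusted p 0.00244, present in 2 of 2 and 2 of 2 libraries at 10 weeks and in 3 of 7 and 0 of 5 at 18 weeks), and 326 had an unadjusted p under 0.05. Without Smad3+/+ replicate 1 of 18 weeks there were 3 and without replicate 6 labelled Smad3SmKO 0. By the size of the fold change alone, 3794 of 8043 detected genes changed by 0.2 on the log2 scale at either time, and 1741 of them (45.9%) had opposite signs, 868 lower at 10 and higher at 18 weeks and 873 the reverse. Across detected genes, which are not independent replicates, the fold changes at the 2 times had Pearson's r of 0.07 and Spearman's rho of 0.08.

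The genes that the study named as reduced were then tested as lists. In VSMCs of 10 weeks 16 of the 17 focal adhesion, ECM and contractile genes were lower in the libraries labelled Smad3SmKO, with a median log2 fold change of -0.17 and a camera p of 1.48e-04. At 18 weeks 12 of 17 were lower, with a median of -0.11 and a camera p of 0.0169. The difference between times had a median of 0.14 and a camera p of 0.0967. Adjusted over the list alone 0 of the 17 genes passed at any of these, and at 10 and 18 weeks 1 gene each had an unadjusted p under 0.05 (0 for the difference). At 18 weeks the median turned to 0.04 without a batch term. In 60 min digestions alone, where only replicate 6 labelled Smad3SmKO had controls in its batch, it stayed lower, at -0.29. In the fit to the other libraries without replicate 6 labelled Smad3SmKO the median was -0.03 (camera p 0.161).

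All 4 negative regulators (Pmepa1, Skil, Nr4a1, Wwp2) had fitted fold changes below 0 at both times, with a median of -0.60 and a camera p of 5.68e-04 at 10 weeks, and -0.29 and 2.33e-05 at 18 weeks. Adjusted over the list alone, which the study chose on these libraries, Pmepa1 passed at both times. Without Pmepa1 the other 3 gave camera p-values of 0.0581 and 0.0471. Within the 4 batches of 18 weeks Pmepa1 was lower in 4, Skil in 3, Nr4a1 in 2 and Wwp2 in 1 (batch 6, -1.24). The difference between times had a median of 0.01 and a camera p of 0.626. Of the 18 known TGF-beta targets 16 were tested. At 10 weeks 14 were lower (median -0.45, camera p 3.44e-07), at 18 weeks 11 (median -0.21, camera p 0.00944), and the difference had a median of 0.31 (camera p 0.0242). Without Pmepa1 the camera p was 1.10e-05 at 10 weeks, 0.146 at 18 weeks and 0.00790 for the difference (fry p 0.215). The 25 genes named for subclusters or pathways had medians of -0.00, 0.04 and -0.04, with camera p-values of 0.184, 0.337 and 0.822, and adjusted over the list alone only Bdnf passed, at 18 weeks and for the difference.

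Under fry 3 of these calls held: the negative regulators at 10 weeks (0.0128) and 18 weeks (5.38e-04) and the TGF-beta targets at 10 weeks (0.0294). Without Pmepa1 these became 0.112, 0.0704 and 0.0562, none of which passed. The list of 17 genes had fry p-values of 0.108, 0.261 and 0.433, and the TGF-beta targets 0.115 at 18 weeks and 0.287 for the difference. Of the lists meant as checks, 18 of 20 digestion genes were lower at 10 weeks (median -0.73, camera p 6.60e-08, fry p 0.328), with a median of 0.02 at 18 weeks (camera p 0.583) and of 0.69 for the difference (camera p 1.01e-06, fry p 0.356). All 12 fibroblast transcripts were lower at 10 weeks (median -0.42, camera p 1.52e-04, fry p 0.181), with a median of 0.00 at 18 weeks (camera p 0.283) and of 0.52 for the difference (camera p 9.61e-05, fry p 0.149). The 4 sex-linked genes tested had medians of 0.04, -0.09 and -0.07 (camera p 0.343, 0.483 and 0.240).

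**Figure D4:**
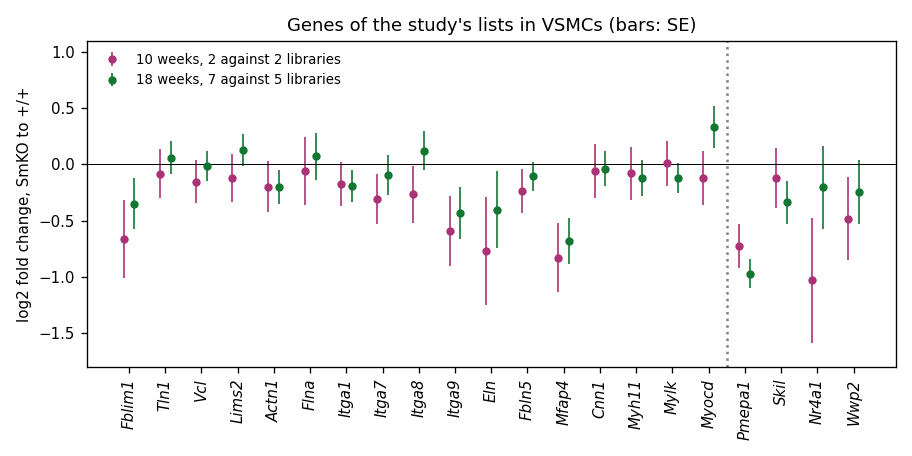
Log2 fold change, with its SE, of each gene of the study's lists in VSMCs at 10 weeks (2 against 2 libraries) and 18 weeks (7 against 5), the 17 focal adhesion, ECM and contractile genes left of the dotted line and the 4 negative regulators right of it. At 10 weeks 16 of 17 and 4 of 4 genes lie below 0, and at 18 weeks 12 and 4.

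Fibroblasts of the same libraries gave the response outside the targeted cells. Of 14392 genes, 0 passed the edgeR quasi-likelihood test at 10 weeks, at 18 weeks or for the difference, and 116 and 334 genes and, for the difference, 0.910% of the genes had an unadjusted p under 0.05. The alternative that moved these counts most was the Wald test of DESeq2, with 3 genes at 18 weeks. The 17 genes of the study's list had median log2 fold changes of 0.02 at 10 and 0.24 at 18 weeks in fibroblasts, and the 4 negative regulators -0.02 and 0.12. None of these 4 tests passed (camera p 0.694, 0.0880, 0.934 and 0.943).

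The study compared genotypes within subclusters of VSMCs at 18 weeks. The resolution used here was chosen to give 4 subclusters of VSMCs, so their number is a setting and not a result. The coarser and finer alternatives gave 3 and 5. Subclusters are numbered by size here, so a number does not name the same cells as in the study. There Notch3 and Enpep were enriched in cluster 3, and Ptprz1 and Tes in clusters 1 and 2. Subcluster 1 (6384 cells) was high in Ptprz1 and Tes, with 204 and 105 CPM, and subcluster 2 (1321 cells) in Notch3 and Enpep, with 87.8 and 82.6 CPM. Subcluster 3 (1160 cells) had 316 CPM of Ptprz1 and the lowest depth, a median of 4005 UMIs per cell. Subcluster 4 (369 cells) had 10270 CPM of Mgp, and only 1 Smad3+/+ library of 18 weeks had enough cells of it, so it was not tested. In subcluster 1, 6 of 10328 genes passed the edgeR quasi-likelihood test, 3 higher and 3 lower in the libraries labelled Smad3SmKO. Among the 6 was GFP, which marks the tracer, and 486 genes had an unadjusted p under 0.05. In subcluster 2, 3 of 7892 passed, 2 higher and 1 lower, with 346 at an unadjusted p under 0.05. Pmepa1 was lower in both, with log2 fold changes of -1.05 (SE 0.13) and -1.33 (SE 0.20).

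In subcluster 3, 13 of 6241 genes passed, all higher, with 382 at an unadjusted p under 0.05. Only batch 6 had both genotypes there, so with batch as a term the effect rested on 1 library labelled Smad3SmKO (replicate 6, 40 cells) against 2 controls (23 and 58 cells), and 11 of the 13 genes were higher in replicate 6 than in each of the other 7 libraries. The 13 genes included the stress-induced genes Socs3, Arc and Hbegf. Rnd3 and Thbs1, both named after their values were seen, were higher in all 5 libraries labelled Smad3SmKO than in the 3 controls. Rnd3 had 127 to 191 CPM in the other 4 libraries and 259 in replicate 6, against 29.2 to 34.2 in the controls. Thbs1 had 34.7 to 156 and 709 CPM, against 12.8 to 23.4. Sfrp2 and Hbegf, also named after their values were seen, were in the same order. Their lowest values in the libraries labelled Smad3SmKO were 63.4 and 45.3 CPM, against highest control values of 32.7 and 43.8. The alternative that moved the total of 22 calls, GFP among them, most was the lack of a filter on low counts, with 195. Without replicate 6 subcluster 3 could not be tested and the total was 5, and without replicate 7 it was 54.

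The difference in genotype effect between subclusters 1 to 3 was tested within libraries. Of 8556 genes 5 passed the edgeR quasi-likelihood test, and 337 had an unadjusted p under 0.05. The 5 were Rnd3, Slpi, Cytl1, Igkc and Dpep1, of which Igkc is an immunoglobulin gene. Between subclusters of the coarser clustering 0 genes passed (338 with an unadjusted p under 0.05) and of the finer clustering 2 (Slpi and Igkc). Leaving out single libraries gave between 1 and 7 genes, with 1 gene without replicate 6 labelled Smad3SmKO.

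The share of VSMCs among kept cells was compared at 18 weeks. It was 8.32% ± 5.13 (SD, n = 5) in Smad3+/+ and 15.1% ± 18.2 (SD, n = 7) in the libraries labelled Smad3SmKO, a difference of 6.82 percentage points that was smaller than the spread (exact two-sided permutation test over 792 splits, p = 0.480). Permuted within batches, the same difference had a permutation p of 0.861 (36 arrangements). Batch 5, all labelled Smad3SmKO, adds to the difference in every arrangement, so this p does not measure a difference within batches. Within batches 1, 2, 3 and 6 the differences were 2.36, 1.24, -5.34 and -7.53 percentage points, and batch 5, without controls, had a mean of 41.0%. Within the 30 min digestions the difference was -0.352 (exact permutation p = 0.83) and within the 60 min digestions 15.8 (exact permutation p = 0.4, where the smallest possible is 0.1). Leaving out single libraries changed the difference to between 1.21 (without replicate 7 labelled Smad3SmKO) and 8.88 points. At 10 weeks the shares were 31.8% ± 14.1 (SD, n = 2) and 37.1% ± 3.86 (SD, n = 2), where 2 libraries against 2 allow no p under 0.33.

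**Figure D5:**
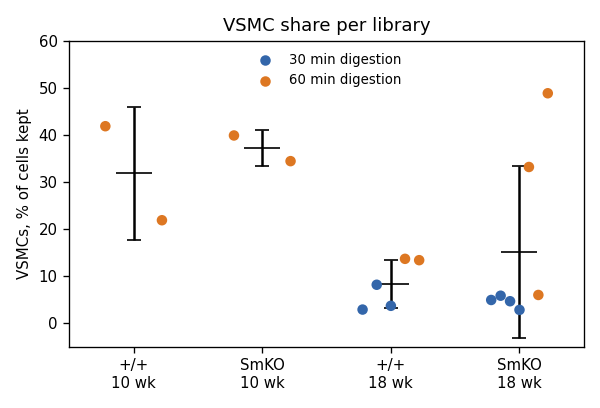
VSMCs as a percentage of the kept cells of each library, by group of genotype and weeks after deletion, with the mean and SD of each group, coloured by digestion time. At 18 weeks the 30 min libraries lie between 2.78% and 8.13% and the 60 min libraries between 5.96% and 48.8%.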

Values the study reported

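The study started from 66,261 cells and kept 50,835 after its limits on genes, molecules and mitochondrial transcripts. It carried 558 transcripts into its pathway analysis according to its methods, and 548 according to its results, each changed in VSMCs at either time after deletion by a log2 fold change of at least 0.2, found in at least 10% of VSMCs and with a P value below 0.05, called adjusted in the results. Approximately 200 transcripts were described as changed in a way that depended on the time since deletion. A figure legend counts 153 lower at 10 and higher at 18 weeks and 105 the other way, 258 in all. VSMCs were divided into 4 clusters whatever the genotype.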

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

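The splits of the libraries and the tests of Nr4a1 and the other digestion genes in 1 library, of GFP in fibroblasts and in the controls of 18 weeks, and of Rpl10a in the libraries with GFP UMIs were chosen only after the result was seen. The tests of Rpl10a by the tracer label and of the coarser and finer subclusters were planned.

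In the group labelled Smad3SmKO of 18 weeks, replicate 3 stood far from the other 6 libraries in the score of the 4 negative regulators in VSMCs, the mean of log2 CPM after adding 1. The score was 6.80, and the other libraries lay between 7.40 and 7.66. The gap to the nearest of them was 0.702 of the range of the group, above Dixon's critical value for 7 libraries. Chance flags about 1 in 20 groups, and this was 1 of the 23 groups examined. Most of the gap came from Nr4a1, with 20.8 CPM against 86.7 to 296 in the other libraries, while Pmepa1 at 666 CPM lay near the group mean of 671. A low depth is argued against by the total of 26342528 UMIs, which lay between those of the other libraries of the group. Nr4a1 is also among the genes induced by enzymatic digestion. The score of the other 19 digestion genes in replicate 3 was 7.45 in VSMCs, against 7.79 to 9.14 in the other 6 libraries. In fibroblasts it was 8.34, against 8.66 to 9.62. A weaker response to digestion in the whole library is therefore a candidate explanation. By its labels (batch 1, 30 min, no tracer) this mouse matched replicate 2 and differed from the rest of its group at least in batch. No biological explanation was tested. The comparison of the groups did not rest on this library: without it the list had a median log2 fold change of -0.28, a camera p of 2.86e-04 and a fry p of 0.00133.

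GFP marks the tracer, not the response to the deletion, and was found where the labels name no tracer. VSMCs of the 2 libraries labelled Smad3SmKO of 10 weeks held 367 GFP UMIs. Free RNA, or UMIs of other libraries assigned to these, would reach all cell types, but the GFP level was 16.9 times as high in VSMCs as in fibroblasts of the same libraries, which argues against this. The explanation that tracer labels and libraries do not match predicts libraries with the label and without GFP. Smad3+/+ replicates 4 and 5 of 18 weeks were such, with 0 GFP UMIs in 6890 cells, so a mismatch of tracer labels may account for both. A plain exchange of these 2 pairs of libraries is argued against by their depth. The median number of UMIs per kept cell was 5446 and 4728.5 in the pair of 10 weeks, near the 6034 and 4528 of the controls of the same batch, and 14794 and 11116 in the pair of 18 weeks. Whether only the tracer labels or also the genotype labels of these 4 libraries are affected stays open, since Smad3 RNA was not lower in the libraries labelled Smad3SmKO at either time.

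Because the tracer is fused to ribosomal protein L10a, its transcripts may also be counted on Rpl10a, which was compared as the log2 ratio of VSMCs to fibroblasts within each library. By the tracer label the mean ratio was 0.32 ± 0.47 (SD, n = 7) with and 0.00 ± 0.45 (SD, n = 9) without the tracer (exact permutation over 11440 splits, p = 0.183, where the smallest possible is 8.74e-05). The 4 libraries whose label and GFP UMIs differ keep this planned test from deciding. In the 7 libraries with GFP UMIs the ratio lay between 0.31 and 0.94, and in the other 9 between -0.43 and -0.02. The digestion time, which is 60 min in all 7, is argued against by the 60 min libraries without GFP UMIs, whose highest ratio was -0.29. An effect of the tracer on Rpl10a counts stays open as a hypothesis, and it was found and tested on the same libraries.

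The genotype effect on GFP in VSMCs differed between 18 and 10 weeks by the edgeR quasi-likelihood test, with an adjusted p of 0.00244. GFP was present in 2 of 2 libraries of each genotype at 10 weeks, and at 18 weeks in 3 of the 7 labelled Smad3SmKO and in 0 of the 5 controls. It was the 1 gene to pass this test. Of the 100 splits of the libraries of 18 weeks, which kept the 10-week groups, 38 gave as many genes. Without GFP 0 genes passed, with 326 genes including GFP at an unadjusted p under 0.05. The presence of the transgene, not the genotype of Smad3, sets this level, so the mismatch of tracer labels described above (0 GFP UMIs in the 18-week controls labelled with the tracer) is a candidate explanation. A biological difference between the times after deletion was not tested for GFP apart from this contrast.

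The effect of genotype differed between VSMC subclusters 1 to 3 of 18 weeks for 5 genes (Rnd3, Slpi, Cytl1, Igkc and Dpep1) by the edgeR quasi-likelihood test. Of the 60 splits of the libraries 19 gave as many genes, with a median of 2.5. A different number of subclusters gave 0 genes for the coarser (338 at an unadjusted p under 0.05) and 2 for the finer clustering, and 1 gene was left without replicate 6 labelled Smad3SmKO. The total of 22 genes called within the single subclusters was reached in 10 of the 60 splits, with a median of 8. The way libraries are grouped could thus account for both counts. Igkc is an immunoglobulin gene that also led a cluster of fibroblasts, and RNA of plasma cells counted in VSMCs was not tested for it. A real difference between kinds of VSMC in their response to the loss of Smad3 stays open, as does a difference between batches, since only batch 6 held both genotypes in subcluster 3.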

How the results depend on the processing

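Finer clusters (resolution 2), fibroblasts without the cluster led by immunoglobulin genes, the VSMC share within 1 digestion time and all alternatives of the negative regulators were chosen only after the data were seen, and the other alternatives were planned. Tests are edgeR quasi-likelihood with Benjamini-Hochberg adjustment unless named, and where a value changed, the cause was not tested unless it is given.

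The negative regulators kept their direction under 28 of 28 alternatives at 10 weeks (medians between -0.92 and -0.48) and passed camera in the 24 of them that had a test. At 18 weeks they kept both under 30 of 30 (between -0.55 and -0.22). These alternatives do not reach the dependence on Pmepa1, without which no fry test of the list passed (0.112 and 0.0704). The difference in VSMC share passed no threshold under any alternative. It was reversed in 30 min digestions alone (-0.352), was 15.8 percentage points in 60 min digestions alone, and kept its direction under the other 16, between 1.21 (without replicate 7 labelled Smad3SmKO) and 8.88.

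Smad3 had no call under any alternative with a test. Its log2 fold change at 10 weeks lay between 0.10 and 0.71 across the 16 fits that each left out 1 library (0.10 without replicate 1 labelled Smad3SmKO of 10 weeks), and between 0.28 and 0.52 under the others. At 18 weeks it lay between -0.18 and 0.54 across the fits without 1 library, and was reversed without Smad3+/+ replicate 1 (-0.18) and in 60 min digestions alone (-0.36). The highest value was 0.57, in 30 min digestions alone.

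Of the genes called in VSMCs at 10 weeks, 0 became 1 in the libraries of that time alone, 47 with no filter on low counts and 2134 by the size rule, which has no test. Leaving out libraries gave 0 to 1, with 1 without Smad3+/+ replicate 4 of 18 weeks. At 18 weeks 3 became 1 without a batch term, 7 in 30 min and 13 in 60 min digestions alone, 6 with the Wald test of DESeq2, 142 with no filter, 5 with doublets removed, 5 with finer clusters, 1 with each library clustered alone, and 2531 by the size rule. Equal numbers of cells gave 0 (246 at an unadjusted p under 0.05), where only 5029 genes were tested, and VSMCs without fibroblast marker UMIs 0 (503 at an unadjusted p under 0.05). Leaving out libraries gave 1 to 7, with 7 without replicate 2 labelled Smad3SmKO and 1 without Smad3+/+ replicate 2 or 3 or replicate 1 or 4 labelled Smad3SmKO. The difference between times went from 1 gene to 0 without a batch term (170 at an unadjusted p under 0.05), with the Wald test (242), with equal cells (191) and without fibroblast marker UMIs (349), to 2 with finer clusters and to 95 with no filter. Leaving out libraries gave 0 to 3, with 3 without Smad3+/+ replicate 1 and 0 without replicate 6 labelled Smad3SmKO.

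The list of 17 genes at 10 weeks fell short of the camera threshold with equal cells (median -0.18, p 0.134), and lay between -0.29 and -0.10 across the fits without 1 library. At 18 weeks its median was reversed without a batch term (0.0399), with digestion time in place of batch (0.00568) and in 30 min digestions (0.0133). It fell short with genes detected in 10% of cells (-0.0794, p 0.0702), each library clustered alone (-0.0929, p 0.270), equal cells (-0.0502, p 0.626) and no fibroblast marker UMIs (-0.00311, p 0.248). Across the fits without 1 library it lay between -0.124 and -0.0287, and fell short without Smad3+/+ replicate 2 or 5 or replicate 4 or 6 labelled Smad3SmKO. The difference between times passed camera without a batch term (0.32), with digestion time (0.29), detected genes (0.18), each library alone (0.25), no fibroblast marker UMIs (0.18) and the TGF-beta targets (0.31), with p between 0.0101 and 0.0324, but not fry. Leaving out libraries gave 0.0167 to 0.28, and it passed camera without Smad3+/+ replicate 2 (0.16) or 5 (0.18) of 18 weeks.

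In fibroblasts 0 genes at 10 weeks became 1 in the libraries of that time alone and 1 with the Wald test, and 0 at 18 weeks became 3 with the Wald test (334 at an unadjusted p under 0.05 in the reported fit). Without the cluster led by immunoglobulin genes 0 passed at both times (125 and 334 at an unadjusted p under 0.05). Leaving out libraries gave 0 at 10 weeks (116 in the reported fit) and 0 to 1 at 18 weeks, with 1 without Smad3+/+ replicate 3 or replicate 1 labelled Smad3SmKO.

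Subcluster 1 went from 6 genes to 0 without a batch term (473 at an unadjusted p under 0.05), 115 with no filter and 2 with equal UMIs, and from 2 to 20 across the fits without 1 library (20 without replicate 5 labelled Smad3SmKO). Subcluster 2 went from 3 to 0 without a batch term (218 at an unadjusted p under 0.05) and 51 with no filter, and to between 1 and 10 (10 without replicate 2). Subcluster 3 went from 13 to 2 without a batch term and 29 with no filter, and to between 2 and 32 (32 without replicate 7). The total of 22 became 2, 195 and, in coarser subclusters, 9, and lay between 5 (without replicate 6) and 54 (without replicate 7). The difference between subclusters went from 5 to 73 with no filter, 0 in coarser (338 at an unadjusted p under 0.05) and 2 in finer subclusters, and to between 1 and 7.

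With no filter on low counts, 137 of the 142 genes called at 18 weeks also passed the usual filter, so most of the added calls were genes that the usual filter keeps. Of 40 splits of the libraries without the filter, 21 gave as many genes, with a median of 144.5, which leaves the larger count open to the grouping of the libraries.

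Among single genes, Bdnf at 10 weeks was reversed with equal cells (0.0121), as was Heyl (0.21). Of the other alternatives of Pmepa1, Bdnf and Heyl, 25 were weaker, 9 stronger (all of Heyl at 18 weeks) and 1 moved. The adjusted p of Pmepa1 at 18 weeks lay between 4.96e-12 (Wald test of DESeq2) and 0.379, and that of Bdnf reached 0.986.

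Equal cell numbers gave no value for Smad3, subcluster 3 could not be fitted without replicate 6 labelled Smad3SmKO, and the lists have no Wald test. Leaving out a library of 10 weeks gave fold changes only, since an arm then holds 1 library. No paired analysis was possible because replicate numbers follow the order of deposit and pair no mice. The Smad3 comparison rests on 91 to 283 UMIs per group. At 18 weeks it rests on fewer, since 140 of the 283 lay in 1 library of batch 5, which had no controls. The 10-week comparison is limited in that 33% of 2-fold changes were recovered in simulated data.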

Other observations

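The tests of Smad3 in VSMCs without fibroblast markers and of Sm3_intact, of Pmepa1, Bdnf and Rpgrip1 in fibroblasts, of the TGF-beta targets with fibroblast RNA taken off, of the VSMC share by digestion time and of the splits of the libraries were chosen only after the result was seen. The tests of the digestion genes in fibroblasts and of fewer libraries at 18 weeks were planned.

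Smad3 RNA was not lower in VSMCs of the libraries labelled Smad3SmKO. RNA of fibroblasts, where Smad3 is higher, is argued against as the whole cause: over the 3070 VSMCs without a UMI of 4 fibroblast markers the log2 fold change at 18 weeks was 0.39, and at 10 weeks 0.52. From the levels of fibroblast transcripts, fibroblast RNA was estimated to account for 23.9% of the Smad3 in VSMCs of the 18-week libraries labelled Smad3SmKO on average. The highest estimate was 44.0%. These are high estimates where VSMCs make the same transcripts themselves. Counted molecules from outside the deleted exons may account for the pattern, but the feature Sm3_intact, which could have tested it, held 0 UMIs in all cells, so this cannot be told apart from incomplete deletion or wrong labels. The study reported lower Smad3 protein and RNA in whole aortas of the mutants, which argues against a general failure of the deletion and leaves single libraries and cells open. No other measure of the genotypes was used here.

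Pmepa1 was lower in VSMCs at 18 weeks (log2 fold change -0.97, adjusted p 0.0094 by edgeR quasi-likelihood, lower in 4 of 4 batches; adjusted p between 4.96e-12 and 0.379 under its alternatives, 0.0713 without Smad3+/+ replicate 1). A difference of whole libraries is argued against by fibroblasts, at -0.18, although the difference between the cell types was not itself tested. Of the 100 splits of the libraries, 1, the real one, gave a camera p of the negative regulators at 18 weeks as low, and for their difference between times 89 did. The list rests largely on Pmepa1, since Nr4a1 was lower in 2 and Wwp2 in 1 of the 4 batches of 18 weeks. A response of Pmepa1 in VSMCs to the label Smad3SmKO is thus a hypothesis that stays open, found and tested on the same libraries. Litter, and dilation of the aorta as a secondary cause, were not tested.

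Bdnf was higher in VSMCs at 18 weeks, and the value in fibroblasts of the same libraries was 0.91, near the 0.96 of VSMCs, though it was lower there in batch 2 and passed no adjusted threshold. A difference of whole libraries may account for it, and the difference between the cell types was not tested. Rpgrip1, chosen after its values were seen, was the 1 gene to pass when the 10-week libraries were fitted alone. It had 34.4 CPM in VSMCs labelled Smad3SmKO and 1.11 in Smad3+/+, and in fibroblasts 37.1 and 0.832 CPM, log2 fold changes of 5.06 and 5.45. At 18 weeks VSMCs had 1.82 and 5.49 CPM, with 26.8 CPM in Smad3+/+ replicate 4, so the level also varied between mice within a genotype. A variant or litter difference carried by all cells of the 2 mice is a candidate explanation.

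At 10 weeks 18 of 20 digestion genes, Nr4a1 among them, were lower in VSMCs of the libraries labelled Smad3SmKO (median log2 fold change -0.73). The mean log2 level of the 20 genes was 7.23 and 7.35 in these libraries and 7.55 and 8.38 in Smad3+/+. The size of the shift thus rested largely on 1 control, replicate 2. In fibroblasts the median was -0.0302 with 12 of 20 lower, and as the genes went both ways there, a digestion effect on VSMCs cannot be told apart from one of genotype. The TGF-beta targets were lower at 10 weeks as well, and so were all 12 fibroblast transcripts. The mean log2 level of these 12 was 7.02 and 7.20 in the libraries labelled Smad3SmKO and 7.31 and 7.81 in Smad3+/+. Fibroblast RNA in VSMCs is argued against as the whole cause of the lower targets. With the fibroblast RNA of each library, as estimated from the 12 transcripts, taken off the VSMC values, 12 of 16 targets were still lower, with a median log2 difference of -0.27 (-0.40 as counted), so part of the shift is left to it. The mean log2 level of the 16 targets was then 6.06 and 5.93 in the libraries labelled Smad3SmKO and 6.43 and 6.48 in Smad3+/+. Without the 3 targets that are among the 12 transcripts the median was -0.24 with 9 of 13 lower. The amount taken off is a high estimate where VSMCs make the 12 transcripts themselves, so the part left to fibroblast RNA may be smaller. Digestion, litter and genotype stay open.

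Fewer genes were called at 10 than at 18 weeks, with fewer libraries. Of 13 choices of 2 against 2 libraries of 18 weeks, 8 gave more genes than the 1 of the 10-week libraries alone, 4 gave 0 and the range was 0 to 130, with 1.76% to 8.50% of genes at an unadjusted p under 0.05. The number of libraries can thus not be told apart from time as the cause, because the choices themselves ranged so widely.

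The grouping of the libraries was examined for each count at 18 weeks. For VSMCs 40 of the 100 splits of the libraries gave as many genes as the 3 called, with a median of 2 and a range of 0 to 35. The real split had 618 genes with an unadjusted p under 0.05 and the splits a median of 719. In fibroblasts 0 genes were called, a count that 100 of the 100 splits reach by construction, so it tests nothing. Of the same splits 78 gave as many as the 334 fibroblast genes at an unadjusted p under 0.05. For the camera p of the study's list of 17 genes 23 of the 100 splits gave one as low at 18 weeks and 77 for the difference between times, and for the TGF-beta targets 18 and 71. Camera p-values as low thus also arise in other splits of the libraries. These splits keep part of the real labels and cross batches, and some repeat the same 18-week comparison, so they are not separate draws free of genotype.

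The share of genes with opposite signs at 10 and 18 weeks was 45.9% in the real split, and 63 of the 100 splits of the 18-week libraries gave as large a share, with a median of 50.6% and a range of 32.6% to 66.3%. The VSMC share of kept cells at 18 weeks was 23.0% ± 17.6 (SD, n = 5) in 60 min and 4.68% ± 1.88 (SD, n = 7) in 30 min digestions (exact permutation over 792 splits, p = 0.00253, where the smallest possible is 0.00126). Digestion time is a candidate cause, and it cannot be told apart from batch, since each batch had 1 digestion time.

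By the test used here 0 genes at 10 weeks (224 at an unadjusted p under 0.05) and 3 at 18 weeks changed in VSMCs. These counts were lower than the number of transcripts the study carried into its pathway analysis, for which it tested cells. By a log2 fold change of 0.2 in detected genes, 3794 changed at either time, and 480 of them also had an unadjusted p under 0.05 at either time. The count by size alone was higher than that of the study. The count with both limits was near it, but at an unlike threshold. The study tested cells and called its P value adjusted in its results. Here 1.83% of genes at 10 and 5.06% at 18 weeks had an unadjusted p under 0.05 by the edgeR quasi-likelihood test, no more than about what chance gives. Whether the genes were the same was not checked. Of the 480 genes 107 were lower at 10 and higher at 18 weeks, and 81 the reverse. The study's count of transcripts that depended on time was of like size, with the same limits on the comparison. By a test of the difference itself 1 gene passed here. That count was lower than the number the study described as dependent on time.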
